A study of Arabidopsis thaliana with 18 samples. Its data were reported in "GTL1 and DF1 regulate root hair growth through transcriptional repression of ROOT HAIR DEFECTIVE 6-LIKE 4 in Arabidopsis" (2018).

How the data were processed

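The authors' processing notes give gcRMA normalization of the ATH1 arrays, and the deposited values are on the log2 scale, so they were used as deposited without a further logarithm. All 18 columns were matched to their samples by the labels, and 0 columns of no sample were used. The label protocol names 2-cycle labelling for 6 arrays without saying which samples they are, and the software settings of the normalization are not given in the sources used here. The Affymetrix control probe sets were left out, which left 22746 probe sets, and no filter was set on dim probe sets.

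Probe sets were named from the platform annotation, and symbols were taken from the reference gene table of assembly TAIR10.1. In this annotation 13513 probe sets had 1 gene, 503 had several and 8730 had none. A gene without a probe set named with it in that annotation was not analysed here. The result of 1 member of the root hair growth list is not reported here.

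One mean per genotype was fitted to all 18 arrays with limma 3.58.1 in R 4.3.3 (lmFit, contrasts.fit and eBayes with default moderation, no trend), two-sided, with the Benjamini-Hochberg adjustment over all probe sets tested. A probe set was called at an adjusted p under 0.05. The 9 comparisons were 8 between a pair of genotypes and the interaction, and 2 more within the mutants, gtl1df1 against gtl1 and against df1, were added after the data were examined. Standard errors are the moderated ones of this fit. The replicate numbers of the labels were tested for pairing by correlating, across probe sets, the deviations of same-number arrays from their group means. Only GTL1ox with gtl1, which are not compared, and df1 with gtl1df1, at 0.101, 0.208 and 0.279, had every such correlation above 0.1, so the numbers were used as a block only as an alternative.

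Genes were named by a rule fixed before the data were examined. It takes DF1 and EXPA7 in every genotype, and for GTL1ox against gtl1df1 the 10 largest rises and the 10 largest falls. For the other comparisons it takes 6 and 6 or, for single mutants and the interaction, 3 and 3. These come from probe sets with 1 gene, an adjusted p under 0.05 and no overlap between the arrays of the groups, and the overlap condition does not apply to the interaction. From each gene list it takes up to 4 members per comparison, those past the threshold first.

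The 18 gene lists are trihelix factors, root hair bHLH factors, root hair growth, genes named by the study, other epidermis, ground tissue, stele, root cap, photosynthesis, mitotic cycle and DNA replication, endoreduplication, ribosomal proteins, iron uptake, phosphate starvation, auxin response, heat shock, wound and defence, and housekeeping. A member counted when the reference record of its locus carried its name, and 20 names were not matched. DF1 was taken by the locus written beforehand. The 6 lists with at least 3 measured members were tested with limma camera at its preset correlation of 0.01, adjusted over 54 tests, beside camera with an estimated correlation and fry. In the 2 added comparisons within the mutants the lists were adjusted over 12 tests of their own. Gene families by symbol, organelle genes and cytosolic ribosomal proteins were added after the data were examined and adjusted over 429 tests.

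Pairs of comparisons were set beside 100 simulated sets of unchanged groups. In a self-test on 22746 simulated probe sets with 200 spiked changes in GTL1ox, 58.0%, 88.0%, 96.0% and 100% of changes of 0.5, 1, 2 and 3 log2 units were called, and 4.47% of calls were of unchanged probe sets. Of 200 random lists of 9 probe sets, 1 had a camera p under 0.05. The self-test drew independent normal noise with 1 spread per probe set for all genotypes. It held no correlation between genes and no genotype with a larger spread, so its rates are not error rates of these arrays. Tables and plots were made with Python 3.11.15, pandas 2.3.3 and matplotlib 3.10.9.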

Results

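The study asked which genes of the root hair cell respond to gain and loss of the trihelix transcription factors GTL1 and DF1, which restrain the growth of root hairs. RNA of sorted root hair cells from Arabidopsis seedlings 5 days old was measured on 18 Affymetrix ATH1 arrays, with 3 arrays for each of 6 genotypes. Roots were digested to protoplasts, and fluorescent cells were collected by flow sorting. In wild type (WT), the single mutants gtl1 and df1 and the double mutant gtl1df1, the sorted signal was a nuclear green fluorescent protein driven by the root hair promoter of the expansin gene EXPA7. In the overexpression lines GTL1ox and DF1ox the same promoter drove GTL1 or DF1 fused to the fluorescent protein, and that fusion was itself the sorted signal. The array medians lay between 3.0 and 3.22 on the log2 scale, and 27.9% of all values lay within 0.01 of the lowest value, 2.22. No detection calls were used here. Where every array of the dimmer group lay within 2-fold of that value, the change of a named gene is a lower limit and is given as at least that size or as that size or more. Some genes repeated a dim value above this range, such as AT1G56210 at 3.65 in GTL1ox replicates 1 and 2. Changes down to such values may be lower limits too but are given as measured. The number of arrays limits the precision, and all p-values measure only the spread between these samples.

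How the 6 genotypes differed from one another was first described over all probe sets, without a test. Each of the 18 arrays correlated most closely with another array of its own genotype. The correlation across probe sets was between 0.987 and 0.998 within genotypes, with a median of 0.996, and the median between genotypes was 0.983. GTL1ox stood farthest from the other genotypes on the first principal component (45.8% of the variance), with scores of 77.4 to 85.8 against 15.7 to 17.7 in DF1ox and scores below 0 in the others. On the second component (17.1%) df1 lay at 35.5 to 47.3 and replicate 3 of WT at -62.3. The mean of 126 cytosolic ribosomal protein genes was 9.42 in that WT array against 8.08 and 8.15 in the other WT arrays. The difference between 3' and 5' probe sets of the control transcripts, a sign of RNA quality, averaged 2.28 ± 0.19 (SD, n = 3) in df1 and between 1.55 and 1.83 in the other genotypes.

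The bacterial transcripts added before hybridisation split the arrays into 2 sets of 9. BioB averaged 2.82 ± 0.20 (SD) in the WT, GTL1ox and DF1ox arrays and 7.85 ± 0.38 in the gtl1, df1 and gtl1df1 arrays. BioC, BioD and Cre were higher in the mutant arrays as well, by 2.07, 1.66 and 1.24. Each genotype lay in 1 of these hybridisation sets, so that set and genotype cannot be told apart in comparisons of an overexpression line with gtl1df1, in comparisons of a mutant with WT, or in the interaction. GTL1ox and DF1ox against WT and against each other, and gtl1df1 against gtl1 and df1, stay within a set, but the controls were not uniform inside the sets. BioC was at 8.07 ± 0.17 in DF1ox, 7.20 ± 0.17 in WT and 6.97 ± 0.05 in GTL1ox, and at 9.90 ± 0.08 in df1 and 9.07 ± 0.20 in gtl1df1 (SD, n = 3). In all 4 controls the arrays of DF1ox did not overlap those of WT or GTL1ox, nor those of df1 those of gtl1df1, so a difference in hybridisation is not removed from these comparisons. GTL1ox and WT overlapped in all but BioC, and gtl1df1 and gtl1 in all 4.

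**Figure D1:**
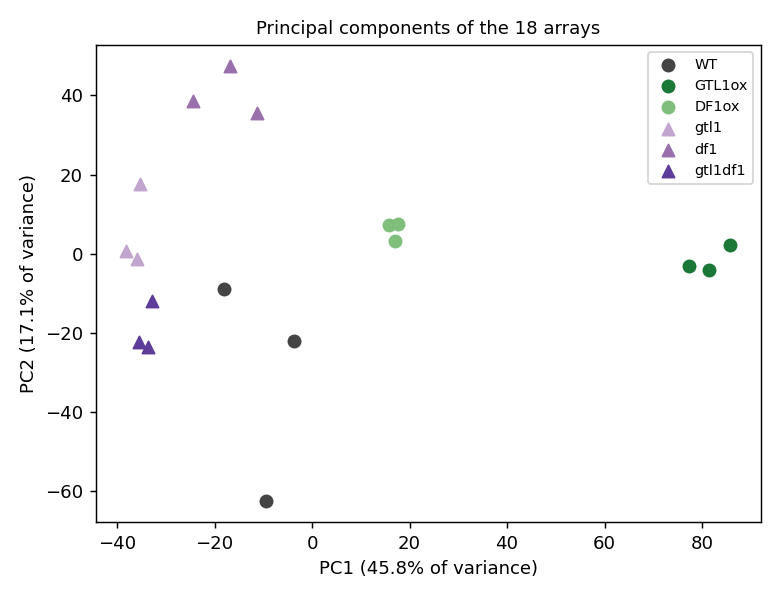
Scores of the 18 arrays on the first and second principal components of the log2 values of all tested probe sets, 1 point per array, by genotype. GTL1ox arrays lie at 77.4 to 85.8 on the first component, and WT replicate 3 lies at -62.3 on the second.

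Whether the lines carried the intended change was read from DF1 itself, the factor altered in 3 of the genotypes. DF1 was at 14.21 ± 0.11 (SD, n = 3) in DF1ox, 7.35 ± 0.19 in WT, 3.45 ± 0.25 in df1 and 4.15 ± 0.82 in gtl1df1. It rose by 6.85 ± 0.32 (SE) in DF1ox against WT (adjusted p = 1.45e-07) and fell by 3.91 ± 0.32 in df1 (adjusted p = 3.93e-05). In GTL1ox DF1 was at 5.25 ± 0.37, which was 2.1 ± 0.32 lower than in WT (adjusted p = 0.000281). In gtl1 it was at 8.57 ± 0.23, 1.22 ± 0.32 above WT (adjusted p = 0.0282), with an adjusted p between 0.0515 and 0.0911 when any array of these groups other than WT replicate 3 was left out. EXPA7, the marker whose promoter drove the sorted signal, was near the top of the scale in every genotype, between 12.90 ± 0.11 in gtl1df1 and 13.27 ± 0.07 in GTL1ox. GTL1 and the root hair regulator RSL4 were not analysed here.

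**Figure D2:**
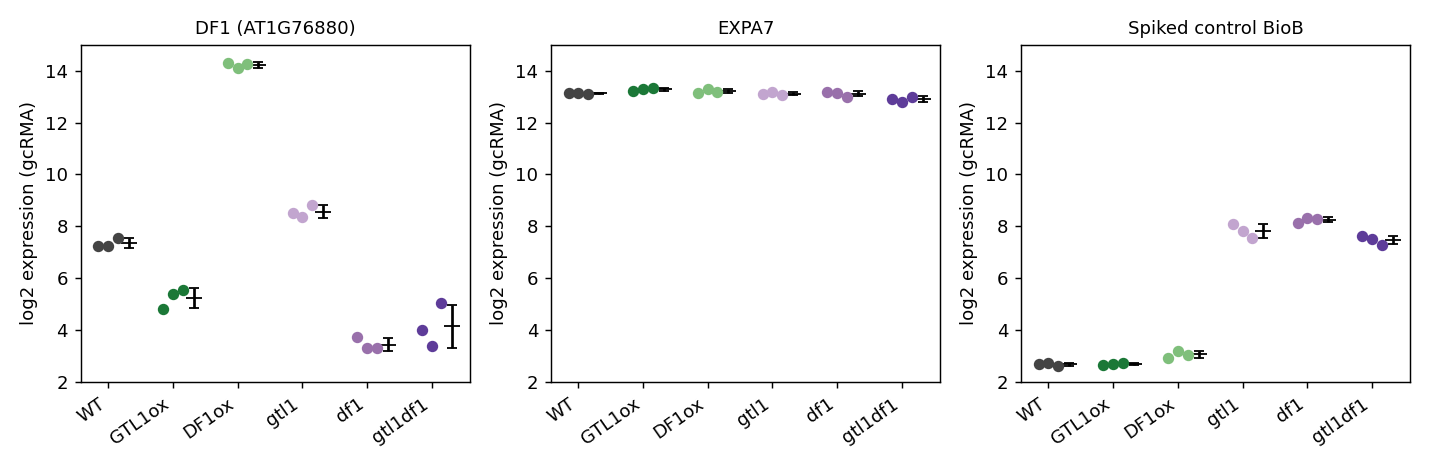
Log2 values of DF1, EXPA7 and the added control BioB by genotype, 1 point per array, with bars for the mean ± SD of 3 arrays. DF1 is at 14.21 in DF1ox and 3.45 in df1, EXPA7 stays between 12.90 and 13.27, and BioB is at 2.82 in one hybridisation set and 7.85 in the other.

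Which genes respond to GTL1 was the question of GTL1ox against gtl1df1, gain of the factor against loss of both factors. Genes of the auxin response were among those that rose most in GTL1ox. GH3.3, an auxin-inducible enzyme gene, was at 12.71 ± 0.12 (SD, n = 3) in GTL1ox and 6.83 ± 0.26 in gtl1df1, a rise of 5.88 ± 0.27 (SE, adjusted p = 6.07e-09). GH3.1 rose by 4.71 ± 0.29 (adjusted p = 6.65e-08), LBD16, a lateral root transcription factor, by at least 4.37 (adjusted p = 1.32e-10) and HAT2 by 3.11 ± 0.27 (adjusted p = 1.15e-06). Root hair cell wall genes went apart, since XTH26, a xyloglucan endotransglucosylase/hydrolase, fell by 1.42 ± 0.19 (adjusted p = 5.39e-05) and the expansin EXPA18 by 1.12 ± 0.05 (adjusted p = 6.15e-09), while EXPA7 rose by 0.37 ± 0.06 (adjusted p = 0.000464). EXPA7 was itself lower in gtl1df1 than in WT, by 0.23, and GTL1ox differed from WT by 0.15. AT1G33700 fell farthest, by 7.99 ± 0.39, from 13.86 ± 0.05 in gtl1df1 to 5.87 ± 1.16 in GTL1ox (adjusted p = 9.98e-09).

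The largest measured rise was that of AT3G10310, at 9.46 ± 0.15 (SD, n = 3) in GTL1ox and 2.80 ± 0.05 in gtl1df1, a rise of at least 6.66 (adjusted p = 2.1e-11). AT3G10310 fell by 4.39 or more in gtl1df1 against WT, so part of this rise came from gtl1df1. The peroxidase gene AT5G66390 rose by at least 6.43 and AT5G24240 by 6.15 ± 0.15 (SE), and the remaining rises among the 10 largest were AT5G22390, AT4G36010, AT2G38240, AT5G40590 and AT5G05220, with measured values of 4.79 to 5.47. AT5G41280 fell by 6.36 ± 0.39, AT2G03980 by 6.10 ± 0.29 and AT1G34510 by 6.07 ± 0.15, and the other falls among the 10 largest were AT4G39675, AT5G46040, AT2G25450, AT5G38710, AT3G11370 and AT4G25790. The trihelix gene GT2 fell by 3.11 ± 0.20 (adjusted p = 9.54e-08). AUR1, an Aurora kinase of dividing cells, was at 2.41 ± 0.02 (SD) in gtl1df1 and 5.93 ± 0.12 in GTL1ox, a rise of at least 3.51 (adjusted p = 9.58e-08), and SIM, an inhibitor of cyclin-dependent kinases, fell by 0.99 ± 0.22 (adjusted p = 0.00305, or 0.101 in a fit of only the arrays compared). The stress zinc finger gene ZAT10 fell by 2.02 ± 0.38 (adjusted p = 0.00109). DF1 was 1.1 ± 0.32 higher in GTL1ox (adjusted p = 0.0192), with an adjusted p of 0.231 in a fit of only the arrays compared and of 0.0618 to 0.0872 without GTL1ox replicate 2 or 3 or gtl1df1 replicate 1 or 2. DF1 is mutated in gtl1df1, where it was at 4.15. In GTL1ox it was below WT, at 5.25 against 7.35, so this difference does not show a rise caused by GTL1.

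Of 22746 probe sets, 6673 (29.3%) passed an adjusted p of 0.05, with 4028 higher and 2645 lower in GTL1ox, and 2758 of them differed by more than 2-fold. Within the hybridisation set 4146 (62.1%) were also called the same way in GTL1ox against WT, 2710 higher and 1436 lower. Independent lists would share 598 and 255, although both comparisons use the same GTL1ox arrays. Of the other 2527, 1118 were called in the opposite direction in gtl1df1 against df1 within the mutant set, 374 higher and 744 lower in GTL1ox where independent lists would share 108 and 111, although both comparisons use the gtl1df1 arrays and df1 had the largest 3' minus 5' difference. In 100 simulations where only the sets differed, with the same arrays shared, at most 252 and 30 probe sets were called in these ways. These simulations held no genotype effect inside a set, so they do not address a set difference that adds to one. For the remaining 1409 hybridisation set and genotype cannot be told apart.

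**Figure D3:**
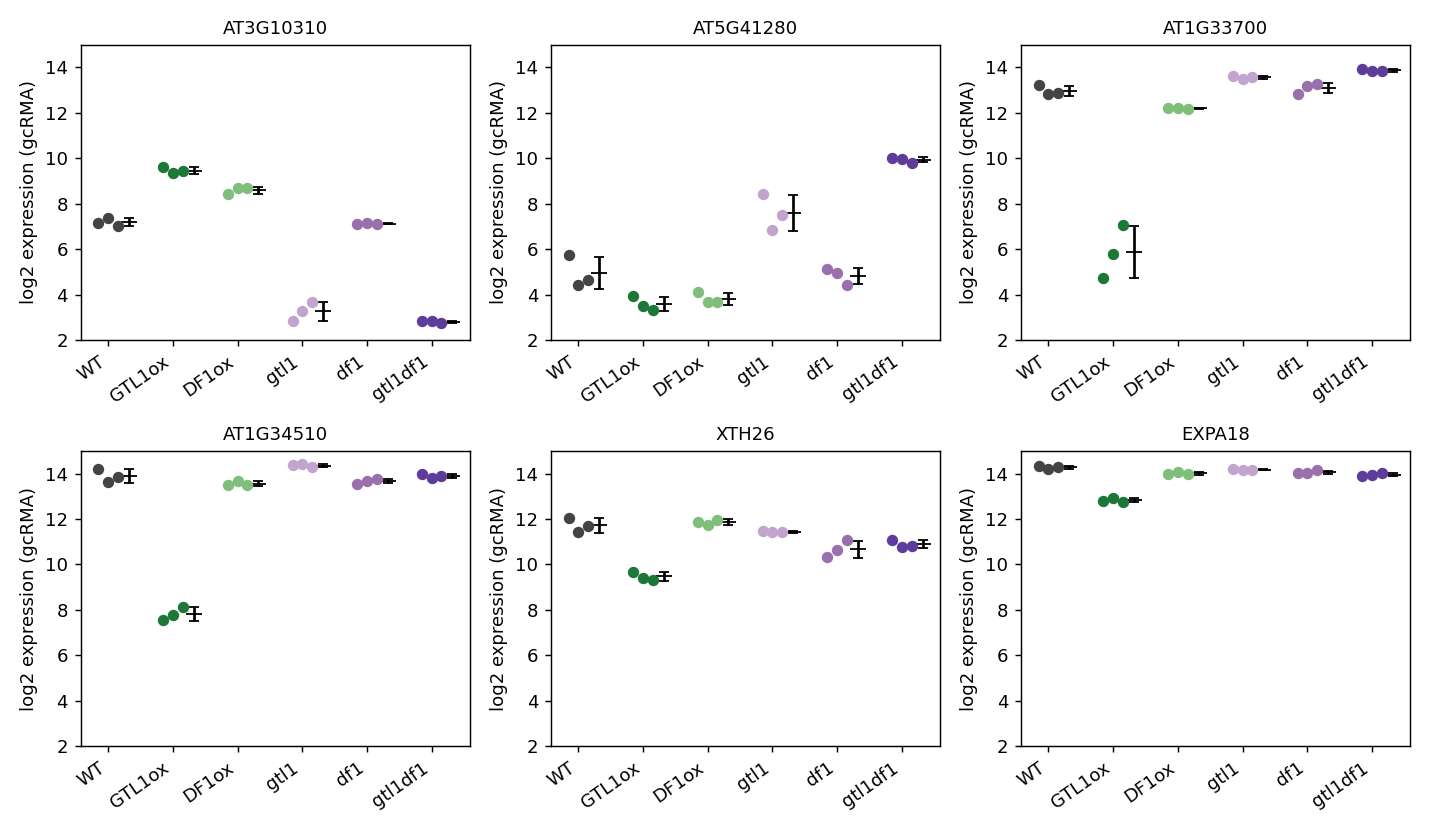
Log2 values by genotype of AT3G10310, AT5G41280, AT1G33700, AT1G34510, XTH26 and EXPA18, 1 point per array, with bars for the mean ± SD of 3 arrays. AT1G33700 is at 5.87 in GTL1ox and 13.86 in gtl1df1, and XTH26 is at 9.47 in GTL1ox and 11.86 in DF1ox.

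Which genes respond to DF1 was asked in the same way, with DF1ox against gtl1df1. AT3G10310 rose in this comparison too, by at least 5.79 (adjusted p = 3.43e-10), and AT5G22390 by 4.92 ± 0.23 (SE). LEA4-5, a late embryogenesis abundant protein gene, rose by 4.19 ± 0.34, AT1G20030 by 4.0 ± 0.12 and AT5G59080 by at least 3.87. AT5G41280 fell by 6.12 ± 0.39 (adjusted p = 3.36e-07), AT3G11370 by at least 5.97 and AT3G59480 by at least 5.11. AT4G02160 fell by 4.97 or more, AT5G24570 fell by 4.22 and AT3G16370 fell by 4.20. AT3G59480 and AT4G02160 were near the lowest value in WT as well, at 2.25 and 2.48, and AT3G16370 was at 3.46 there. These genes rose in gtl1df1 against WT, by at least 5.09, at least 4.88 and 4.72, so their falls here came largely from gtl1df1. The root hair gene XTH26 rose, from 10.89 ± 0.17 (SD, n = 3) in gtl1df1 to 11.86 ± 0.12 in DF1ox (adjusted p = 0.00205). GH3.1 rose by 2.02 ± 0.29 (adjusted p = 0.000226), GH3.3 by 1.67 ± 0.27 (adjusted p = 0.000589) and GT2 fell by 2.22 ± 0.20 (adjusted p = 4.55e-06). In all, 4727 probe sets were called, 2350 higher and 2377 lower in DF1ox, or 2425 higher and 2238 lower after quantile normalization. Of the 4727, 646 higher and 528 lower were also called the same way in DF1ox against WT, within the hybridisation set. Both comparisons use the DF1ox arrays, which did not overlap those of WT in any of the 4 added controls.

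How far GTL1 and DF1 act on the same genes was read from both comparisons with gtl1df1. AT3G10310, AT5G22390, GH3.1 and GH3.3 rose and AT5G41280, AT3G11370 and GT2 fell in both. A change in gtl1df1 itself enters both comparisons in the same direction, and the simulated unchanged groups hold no such change. In gtl1df1 against WT AT3G10310 fell by 4.39 or more, AT5G22390 fell, and AT5G41280 and GT2 rose. GH3.1 and GH3.3 were not called there. Together 1686 probe sets were higher in both lines, where independent lists would share 416, and 1656 were lower in both, where they would share 276. Opposite calls numbered 61 for probe sets higher in GTL1ox only and 84 for those higher in DF1ox only. Across probe sets, which are not independent replicates, the log2 changes correlated at r = 0.693. Unchanged groups simulated against the same 3 controls gave a mean r of 0.475, from -0.110 to 0.911, and 12 of 100 were as large. The covariance was 0.312 against a simulated mean of 0.0139, and 0 of 100 simulations reached it. Since the 3 gtl1df1 arrays cannot be divided into sets of at least 2, part of this excess may come from the shared controls. Both comparisons also cross the hybridisation sets. Within a set, for GTL1ox and DF1ox each against WT, 511 probe sets were higher in both (130 in independent lists) and 692 lower in both (91.7), with the WT arrays shared. There r was 0.593 against a simulated mean of 0.439, with 26 of 100 simulations as large, and the covariance was 0.174 against 0.0114. Since the simulated groups held no changes, both covariances exceed theirs by scale, whatever the relation of the comparisons.

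What GTL1 changes beyond the wild-type level was asked by GTL1ox against WT, within the hybridisation set. GH3.3 rose by 5.75 ± 0.27 (SE, n = 3, adjusted p = 1.09e-08), GH3.1 by at least 4.84 (adjusted p = 7.94e-08), LBD16 by at least 4.43 (adjusted p = 1.81e-10), HAT2 by 2.86 ± 0.27 (adjusted p = 4.06e-06) and IAA30 by 1.84 (adjusted p = 0.00023). XTH26 fell by 2.25 ± 0.19 (adjusted p = 1.47e-06) and EXPA18 fell by 1.45 ± 0.05 (adjusted p = 1.11e-09), while EXPA7 differed by 0.15 (adjusted p = 0.129). SIM fell by 2.12 ± 0.22 (adjusted p = 8.94e-06), GT2 by 2.38 ± 0.20 (adjusted p = 1.54e-06), ZAT10 by 2.63 ± 0.38 (adjusted p = 0.000197, or 0.0508 in a fit of only the arrays compared) and BHLH101, a regulator of iron deficiency responses, by at least 1.61 (adjusted p = 4.89e-05). SIM and BHLH101 were also called lower than WT in DF1ox, gtl1, df1 and gtl1df1, SIM by 0.87, 0.91, 0.74 and 1.14. AUR1 rose in GTL1ox (adjusted p = 4.22e-07), to 5.93 from values near the lowest in 2 of the 3 WT arrays. The largest falls were AT1G33700 with 7.10 ± 0.39, AT1G34510 with 6.07 ± 0.15, AT2G03980, AT1G59850, AT4G39675 and AT3G20850, and the largest rises besides GH3.3 were AT5G24240, AT5G40590, AT4G36010, AT2G38240 and the organic cation transporter gene OCT5 (4.85 ± 0.48). Calls numbered 5574, 3378 higher and 2196 lower, with 1033 and 1123 changed more than 2-fold, and 2888 in a fit of only the arrays compared.

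The auxin response list of 17 genes was written before the data were examined, like all lists, tests and thresholds not named as added. Its 9 measured members were shifted upward in GTL1ox in each of its comparisons. The median log2 change was 1.84 against WT (limma camera adjusted p = 2.63e-07), with 7 of 9 higher, among them IAA29 and LBD29, which rose by at least 0.63 and 0.31 from values near the lowest of the scale. The shift held with an estimated correlation between genes, at an adjusted p of 0.00286. Against gtl1df1 the median was 1.15, with 7 higher (adjusted p = 3.74e-05, and 0.00698 with an estimated correlation), and adjusted over the list alone 7 were higher and 1 lower. When only probe sets with a mean above the median were tested this adjusted p was 0.0545. Against DF1ox the median was 0.64, with 6 higher (adjusted p = 9.29e-07, and 0.00286 with an estimated correlation). Adjusted over the list alone 7 were higher in GTL1ox against WT and 7 against DF1ox. In DF1ox against WT 3 of the 9 were called higher, and the list as a whole had a median of 0.14 and an adjusted p of 0.0672, which was 0.0405 without WT replicate 2.

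**Figure D4:**
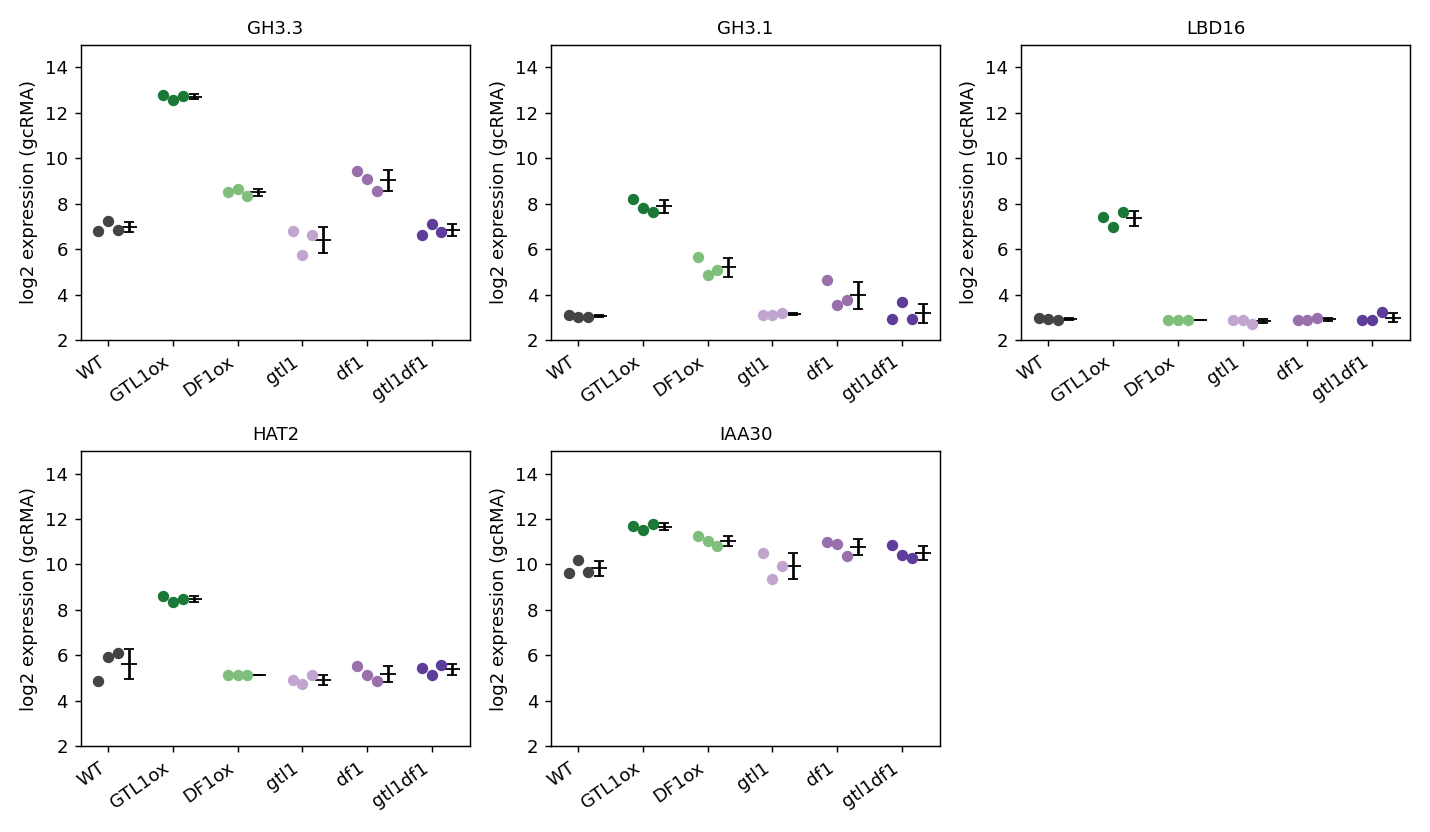
Log2 values by genotype of the auxin response genes GH3.3, GH3.1, LBD16, HAT2 and IAA30, 1 point per array, with bars for the mean ± SD of 3 arrays. GH3.3 is at 12.71 in GTL1ox and 6.83 in gtl1df1, and LBD16 at 7.35 and 2.99.

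What DF1 changes beyond the wild-type level was asked by DF1ox against WT, within the hybridisation set. RR16, a type-A response regulator of cytokinin signalling, fell by 2.99 ± 0.42 (SE, n = 3, adjusted p = 0.000924), and GT2 fell by 1.5 ± 0.20 (adjusted p = 0.000657). GH3.1 rose by at least 2.15 (adjusted p = 0.00073) and GH3.3 by 1.54 ± 0.27 (adjusted p = 0.00416). EXPA18 fell by 0.27 ± 0.05 (adjusted p = 0.00634), and XTH26 differed by 0.14 (adjusted p = 0.848). LEA4-5 rose by 3.02 ± 0.34, AT1G24600 by at least 2.95 and AT1G29270 by at least 2.82, with AT5G59080 and AT3G02480 at 3.04 and 2.76, and the falls were led by AT5G24570 with 4.40 ± 0.42 and AT3G11370, by at least 4.06, then AT1G61080, AT5G43590 and AT4G10450. Without DF1ox replicate 1 the adjusted p of AT4G10450 was 0.0577. Calls numbered 1828, 878 higher and 950 lower, or 1121 higher and 774 lower after quantile normalization. Without WT replicate 3 490 were higher and 772 lower, and 592 and 574 were lower without DF1ox replicate 2 and 3. In a fit of only the arrays compared 78 were called, and the adjusted p was between 0.0552 and 0.318 for RR16, GT2, GH3.1, GH3.3, EXPA18, AT5G59080, AT3G11370, AT1G61080, AT5G43590 and AT4G10450.

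Whether the overexpressed factors differ in what they change was tested directly, with GTL1ox against DF1ox. LBD16 was higher in GTL1ox by at least 4.48 (adjusted p = 2.6e-10), GH3.3 by 4.21 ± 0.27 (SE, n = 3, adjusted p = 2.74e-07) and GH3.1 by 2.69 ± 0.29 (adjusted p = 2.3e-05). AT5G24240 was higher by 4.98, and AT5G40590, AT2G38240 and AT1G60750 by at least 5.22, 4.89 and 4.45. AT1G33700 differed by -6.32 ± 0.39 (adjusted p = 1.94e-07) and AT1G34510 by -5.74 ± 0.15, with AT1G59850, AT2G03980 and AT1G56210 lower by 5.10, 4.66 and 4.45. DF1 was lower by 8.96 ± 0.32. XTH26 was lower in GTL1ox by 2.39 ± 0.19 (adjusted p = 1.42e-06) and EXPA18 by 1.17 ± 0.05 (adjusted p = 1.03e-08). SIM was lower by 1.26 (adjusted p = 0.000926). The stress gene ZAT10 was lower by 2.70 ± 0.38 (adjusted p = 0.000233). The 3 measured members of the wound and defence list shifted downward with a median of -0.81 and 2 of 3 called lower. The limma camera adjusted p was 0.0325, and 0.147 with an estimated correlation. Without DF1ox replicate 1 that list had an adjusted p of 0.0613. In this comparison 2980 probe sets were higher and 1687 lower in GTL1ox, 4667 in all.

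What the double mutant changes was asked by gtl1df1 against WT, which carried the same sorting marker but lay in different hybridisation sets. The root hair genes XTH26, EXPA18 and EXPA7 fell together. XTH26 fell by 0.83 ± 0.19 (SE, n = 3, adjusted p = 0.00886), EXPA18 by 0.33 ± 0.05 (adjusted p = 0.00093) and EXPA7 by 0.23 ± 0.06 (adjusted p = 0.029). In a fit of only the arrays compared the adjusted p of these 3 genes was between 0.0543 and 0.137. With arrays centred on their medians it was 0.208 for EXPA7, and for EXPA7 it was also between 0.0535 and 0.132 when any array of these groups other than gtl1df1 replicate 3 was left out. AT5G41280 rose by 4.98 ± 0.39 (adjusted p = 4.43e-06), AT3G59480 by at least 5.09, AT4G02160 by at least 4.88, AT3G16370 by 4.72 ± 0.26, the pectin methylesterase gene ATPMEPCRB by 3.67 ± 0.21 and AT1G11220 by 3.3. AT1G29020 fell by 4.39 ± 0.24 and AT3G10310 fell by 4.39 or more (adjusted p = 4.99e-09), ahead of AT5G66390, AT5G22390, AT1G13930 and AT2G25510. BHLH101 fell by 1.64 or more (adjusted p = 0.000123, or 0.0689 in a fit of only the arrays compared), and SIM fell by 1.14 (adjusted p = 0.00313, or 0.0779 in such a fit). Calls numbered 3342, 1540 higher and 1802 lower, or 1970 higher and 1334 lower with arrays centred on their medians, and 990 in a fit of only the arrays compared.

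What each single mutation changes was asked by gtl1 and df1 against WT. In gtl1 AT3G16370 rose by 3.40 ± 0.26 (SE, n = 3, adjusted p = 2.4e-05), AT4G29450 by 2.74 and AT5G41280 by 2.64 ± 0.39 (adjusted p = 0.00122), while AT5G66390 fell by 4.01 or more (adjusted p = 0.000201), AT3G10310 by 3.93 ± 0.16 (adjusted p = 7.82e-08) and AT4G13580 fell by 3.1. In df1 GH3.3 rose by 2.07 ± 0.27 (adjusted p = 0.000407) and XTH26 fell by 1.05 ± 0.19 (adjusted p = 0.00228). UGT76B1, AT4G36010 and AT3G02480 rose by 3.03, 3.02 and 2.98, and AT5G62340 and AT4G29410 fell by 4.08 ± 0.79 and 4.02 ± 0.52. Without df1 replicate 2 the adjusted p of UGT76B1 was 0.0501, and without WT replicate 3, df1 replicate 1 or df1 replicate 2 that of AT4G36010 was between 0.0657 and 0.0803. The iron-deficiency regulator BHLH101 fell by 1.61 or more in df1 (adjusted p = 0.000272). In gtl1 2678 probe sets were called, 1191 higher and 1487 lower, with 1579 and 1311 after quantile normalization and 1631 and 1186 with arrays centred on their medians, while 669 were higher without WT replicate 3 and 897 lower without gtl1 replicate 1. In df1 3995 were called, 1716 higher and 2279 lower, with 2162 and 1750 with arrays centred on their medians, and 2636, of which 1448 were lower, without df1 replicate 2. Without WT replicate 3 1053 were higher in df1. A fit of only the arrays compared called 125 in gtl1 and 333 in df1, and gave these genes an adjusted p between 0.0608 and 0.151, except AT3G16370 and AT3G10310 in gtl1. All 3 mutants differed from WT in the same direction for 349 higher and 610 lower probe sets, and the hybridisation set cannot be told apart from this. These comparisons also share the WT arrays, and no count for unchanged groups was made.

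Whether loss of both factors departs from the sum of the single losses was asked by the interaction, gtl1df1 minus gtl1 minus df1 plus WT. PGY1, a ribosomal protein gene, had an interaction of 3.09 ± 0.46 (SE, adjusted p = 0.00101), and it fell by 1.95 ± 0.32 in df1 against WT (adjusted p = 0.00152, or 0.121 in a fit of only the arrays compared). AT5G62340, AT1G27400 and AT4G29410 had the largest positive terms, 5.02 ± 1.12, 4.98 ± 0.72 and 4.80 ± 0.73, and AT2G41190, AT3G46700 and AT1G01770 the largest negative terms, -4.02 ± 0.27, -3.76 ± 0.66 and -3.46 ± 0.63. GH3.3 had a term of -1.63 ± 0.38 (adjusted p = 0.0119, or 0.0537 in a fit of only the arrays compared). The term was called for 3552 probe sets, 2020 above and 1532 below 0, or 1784 above and 1863 below after quantile normalization and 1732 and 1745 with arrays centred on their medians. WT was the one genotype of the 4 in the other hybridisation set, so the difference between sets does not cancel.

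The 126 cytosolic ribosomal protein genes, a group added after the data were examined, moved together between genotypes. In df1 against WT 108 of them were lower, with a median change of -1.69 (limma camera adjusted p = 2.36e-39), and adjusted p = 0.791 with an estimated correlation. Within the mutant set 95 were higher in gtl1df1 than in df1, with a median of 1.66 (adjusted p = 7.68e-38, and adjusted p = 0.814 with an estimated correlation). Against WT the median was -0.86 in GTL1ox, -0.91 in DF1ox and -0.90 in gtl1, with 65, 24 and 42 genes lower. Without WT replicate 3, in which these genes were highest, the medians were -0.42, -0.48 and -0.49, with 37, 14 and 15 genes lower, and in df1 the median was -1.25 with 106 lower. Leaving out 1 array of the line itself left 33 to 50 genes lower in GTL1ox, 7 to 8 in DF1ox and 5 to 39 in gtl1. The 3' minus 5' difference was largest in df1, at 2.28.

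**Figure D5:**
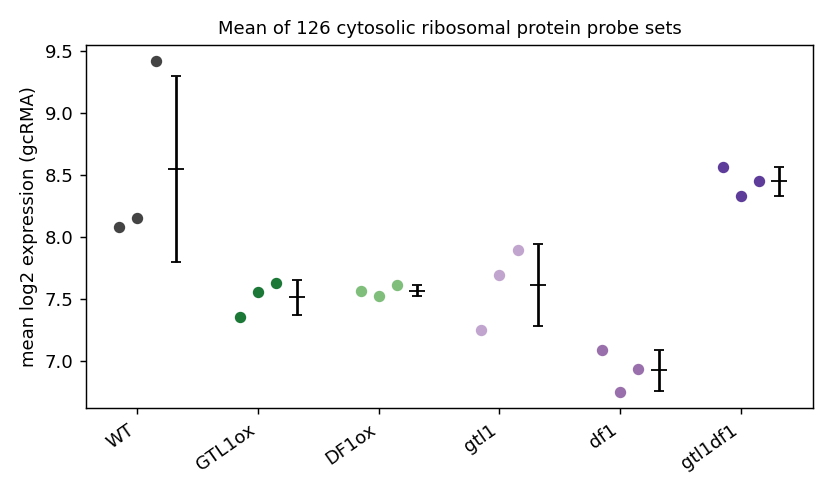
Mean log2 value of 126 cytosolic ribosomal protein genes by genotype, 1 point per array, with bars for the mean ± SD of 3 arrays. The df1 arrays lie between 6.75 and 7.08 and the gtl1df1 arrays between 8.33 and 8.57, and WT replicate 3 is at 9.42.

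Loss of DF1 in gtl1 and loss of GTL1 in df1 were compared within the mutant hybridisation set, as comparisons added after the data were examined. In gtl1df1 against gtl1, AT4G02160 rose by 3.91 ± 0.15 (SE, n = 3, adjusted p = 1.53e-08) and AT1G11220 by 2.62 ± 0.24, and DF1 fell by 4.42 ± 0.32, AT1G29020 fell by 3.1 ± 0.24 and AT2G41190 by 2.19 ± 0.19. In gtl1df1 against df1, AT5G41280 rose by 5.11 ± 0.39 (adjusted p = 3.34e-06), AT3G59480 by at least 5.10 and ATPMEPCRB by 3.63 ± 0.21, and AT3G10310 fell by 4.32 or more (adjusted p = 6.09e-09), AT2G41190 by 3.49 ± 0.19, LEA4-5 by 3.29 ± 0.34 and GH3.3 fell by 2.2. Against gtl1 1071 probe sets were called, 515 higher and 556 lower, or 624 and 466 with arrays centred on their medians. Leaving out gtl1 replicate 1 gave 613 (245 higher and 368 lower), gtl1 replicate 2 573 (279 and 294), gtl1df1 replicate 1 609 (306 and 303) and gtl1df1 replicate 2 596 (317 and 279). A fit of only the arrays compared called 358. Against df1 3968 were called, 2097 higher and 1871 lower.

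Whether gain and loss of a factor move genes in opposite directions was read from pairs of comparisons. For gtl1df1 and GTL1ox, each against WT, 277 probe sets were higher in gtl1df1 and lower in GTL1ox (149 in independent lists) and 471 were the reverse (268), while 407 were higher in both (229) and 545 lower in both (174). The log2 changes correlated across probe sets at r = 0.145 against a simulated mean of 0.466, with r = 0.0819 without WT replicate 3 and 0.254 without WT replicate 2. The covariance was 0.0485 against 0.0124 in simulations that share the WT arrays, and 0 of 100 reached it. Since the simulated groups held no changes, a covariance larger than theirs does not test the relation, here and in the pairs below. In a pair added after the data were examined, GTL1ox against WT and gtl1df1 against df1, no array is shared. However, gtl1df1 and df1 did not overlap in any of the 4 added controls, and df1 had the largest 3' minus 5' difference. In this pair 647 probe sets were higher in GTL1ox and lower in gtl1df1 (278 in independent lists) and 387 were the reverse (202), with 298 higher in both (311) and 367 lower in both (181). The covariance of this pair was -0.0634 against a simulated mean of 4.22e-05, with 0 of 100 simulations as large, and r was -0.177, which 45 of 100 simulations equalled or passed in size, and -0.105 without WT replicate 3. For DF1ox against WT and gtl1df1 against gtl1, 102 and 46 probe sets were called in opposite directions and 23 and 56 in the same direction, with 21.5 and 21.5 and 19.9 and 23.2 in independent lists. Here r was -0.167, which 53 of 100 simulations equalled or passed in size, and the covariance was -0.0218, which 1 of 100 did.

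The gene lists asked whether processes of the root hair moved, as far as their members were measured. Of 45 genes in the root hair growth list 4 were measured, among them EXPA7, EXPA18 and XTH26. They shifted downward in gtl1df1 against WT, with a median of -0.32 and all 4 lower. The limma camera adjusted p was 0.00299, and 0.0389 with an estimated correlation. EXPA7 was not called with arrays centred on their medians. Within the mutant set this list was tested in the comparisons added after the data were examined, adjusted over 12 tests. Its median there was -0.22 in gtl1df1 against gtl1 (adjusted p = 0.0128, and adjusted p = 0.0755 with an estimated correlation) and -0.07 against df1 (adjusted p = 0.623). In df1 against WT the median was -0.25 (adjusted p = 0.035, and adjusted p = 0.128 with an estimated correlation). There the adjusted p was 0.117 without WT replicate 1, 0.0540 after quantile normalization and 0.0590 with arrays centred on their medians. The median was 0.38 in DF1ox against gtl1df1 with 3 higher, and -0.57 in GTL1ox against DF1ox with 2 lower (adjusted p = 0.0243 for each, and adjusted p = 0.103 with an estimated correlation). When only probe sets with a mean above the median were tested, the adjusted p of these 4 shifts was between 0.0900 and 0.247. In GTL1ox against gtl1df1 2 members rose and 2 fell, with an adjusted p of 0.518 for the list. For DF1ox against WT the median of the list was 0.11 (limma camera adjusted p = 0.983). Of a list of 10 target genes named by the study, XTH26 alone was measured, and since it was chosen on these samples its changes are not independent evidence. The 3 measured iron uptake genes were lower in df1 against WT with a median of -1.03. The limma camera adjusted p was 0.0129, 0.147 with an estimated correlation and 0.0900 when only probe sets with a mean above the median were tested. The iron uptake median against WT was also below 0 in gtl1df1 (-1.42), GTL1ox (-0.71), gtl1 (-0.65) and DF1ox (-0.34). Camera gave these an adjusted p of 0.136 to 0.468, so a lower level than in WT is not particular to df1. The 3' minus 5' difference was largest in df1, at 2.28. The mitotic and trihelix lists had adjusted p values of 0.287 and 0.449 in GTL1ox against gtl1df1, and neither passed in any comparison of all arrays with members matched by name. By the loci as written the trihelix list, then 6 genes with DF1 among them, had a median of 0.79 in gtl1 against WT (adjusted p = 0.0232, and adjusted p = 0.232 with an estimated correlation) and of -0.79 in GTL1ox against DF1ox (adjusted p = 0.0219, and adjusted p = 0.212 with an estimated correlation). DF1, the gene overexpressed in DF1ox, enters the GTL1ox against DF1ox test with a change of -8.96, so that shift is partly built in. Without WT replicate 2 the mitotic list had an adjusted p of 0.0379 in DF1ox and in gtl1 against WT.

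Lists with fewer than 3 measured members were described by those members in GTL1ox against gtl1df1. For ground tissue GSO1 rose by at least 2.25 (adjusted p = 0.00242), with a difference of 1.24 in GTL1ox against WT (adjusted p = 0.0829), JKD was at the floor of the scale with an adjusted p of 1, and the stele gene LHW differed by -0.01. PGY1 of the ribosomal list fell by 1.43 ± 0.32 (adjusted p = 0.00386), SIM of the endoreduplication list fell by 0.99, the photosynthesis gene LHCB4.1 differed by -0.15 (adjusted p = 0.621) and the housekeeping gene GAPC2 by 0.16 ± 0.08 (adjusted p = 0.168). No member was measured for the lists of root hair bHLH factors, other epidermis, root cap, phosphate starvation and heat shock.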

Values the study reported

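In the study's text, transcripts that changed more than 2-fold at P < 0.05 between the overexpression line and the double mutant numbered 1552 up and 1359 down for GTL1, and 755 up and 918 down for DF1.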

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

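The tests of the hybridisation sets, of the added controls and of other cell types were chosen only after the results they address were seen. The splits and regroupings of the arrays and the test of RNA quality were fixed before the values they measure were seen.

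A pair of results stood out by the rules set beforehand. The loss of both factors differed from the sum of the single losses in 3552 probe sets, a test of the difference between the effect of df1 in gtl1 and in WT. In 100 regroupings of the 12 arrays, the real one included, 1 gave as many, and the highest of the others gave 1440, so a chance regrouping is unlikely. Regrouping mixes genotypes and moves any difference between them into the spread, so these counts do not test the interaction itself. The added control transcript BioB, outside the main measurement, differed by 5.03 log2 units between the arrays of the mutants and those of WT and the overexpression lines. This difference between hybridisation sets enters the interaction, where WT is the only genotype of its set, so the set and the interaction cannot be told apart. For the gene lists, 3 of 100 regroupings of the 18 arrays, the real one included, gave at least the 9 shifts called. The highest of the others gave 13, so chance regrouping is unlikely for the number of shifts but is not excluded.

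In each comparison of 3 arrays with 3, 1 of the 10 splits, the real one, gave as many called probe sets, and 10 splits are too few for a share under 0.05. The real count and the highest of the other splits were 6673 and 4 for GTL1ox against gtl1df1, 4727 and 4 for DF1ox against gtl1df1, 3342 and 5 for gtl1df1 against WT, 5574 and 12 for GTL1ox against WT, 1828 and 6 for DF1ox against WT, 2678 and 6 for gtl1 against WT, 3995 and 85 for df1 against WT, 4667 and 6 for GTL1ox against DF1ox, 1071 and 15 for gtl1df1 against gtl1, and 3968 and 6 for gtl1df1 against df1. The replicate numbers pair the arrays of the last comparison, and the other 3 splits that part every pair gave 4, 4 and 0 called probe sets in limma.

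GTL1ox and gtl1df1 lie in different hybridisation sets, and a difference between the sets may account for part of the 6673 calls. As the only source, it is argued against for the 4146 probe sets called the same way in GTL1ox against WT, within a set. Independent lists would share 598 higher and 255 lower. The same holds for 1118 of the other 2527, called in the opposite direction in gtl1df1 against df1 within a set. There independent lists would share 108 higher and 111 lower. The GTL1ox or the gtl1df1 arrays are common to both comparisons. In 100 simulations with these arrays shared and only the sets differing, at most 252 and 30 were called. No genotype effect inside a set was simulated, so a set difference that adds to such an effect stays open. A difference in hybridisation inside a set stays open for these 1118, since gtl1df1 and df1 did not overlap in any of the 4 added controls, while GTL1ox and WT differed in 1. For the remaining 1409 the set and the genotype cannot be told apart, since no genotype was measured in both sets. Loss of both factors in gtl1df1, which the design names, stays open as an untested biological explanation, and 2-cycle labelling of 6 arrays, whose samples are not given, stays open for all 6673 and for comparisons within a set, which labelling and hybridising all genotypes together would settle.

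Auxin response genes were higher in GTL1ox, and a difference between the hybridisation sets is argued against by the median of 1.84 in GTL1ox against WT, within a set. More cells of other root tissues or of dividing tissue in the sort may also raise such genes. Counted by the loci as written, the 8 measured markers of ground tissue, stele and dividing tissue had a median change of -0.0567 in GTL1ox against WT, from -0.64 to 3.11, with only AUR1 called higher, at 5.93 in GTL1ox. Since most lie near the floor of the scale this explanation stays open. The cells were sorted on a root hair promoter, but the purity of the sort was not tested here. Gain of GTL1, which the design names, stays open as well, and the sorted protein differed between GTL1ox and WT. Measuring GH3.3 and LBD16 in GTL1ox roots by in situ methods would tell these apart.

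Cytosolic ribosomal protein genes were lower in df1. A difference common to a hybridisation set is argued against by the median of 1.66 in gtl1df1 against df1, but all 4 added controls were also higher in df1 than in gtl1df1. Within genotypes the mean of these controls correlated with that of the genes at Pearson r = -0.408 (permutation p = 0.248) and Spearman rho = -0.331 (permutation p = 0.287), and at r = -0.258 without the 2 arrays farthest from the median, so a difference in hybridisation between arrays stays open. Lower RNA quality may act on these genes, and the 3' minus 5' difference was largest in df1, but within genotypes it correlated with the mean of the genes at Pearson r = 0.0148 (permutation p = 0.979) and Spearman rho = -0.0134 (permutation p = 0.970) over 18 arrays, and at r = -0.160 without the 2 arrays farthest from the median, and since the 3 arrays per genotype leave little range this explanation stays open. Loss of DF1 stays open too, although gtl1df1, which also lacks DF1, had a mean of 8.45 for these genes against 8.55 in WT and 7.61 in gtl1, and the growth state of the seedlings was not tested.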

How the results depend on the processing

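The comparisons with the arrays' hybridisation sets, the 2 comparisons within the mutants, list members by the locus as written and the families were chosen after the data were seen. No called gene or list shift turned its direction. The balance of higher and lower calls turned in 1 or more settings for every comparison except GTL1ox against gtl1df1, GTL1ox against DF1ox and gtl1df1 against df1. Of 508 gene results named by the rule 239 were called, and 153 of these kept the call in every setting, while 81 lost it in a fit of only the arrays compared, 15 with array weights, 9 with centred arrays, 4 after quantile normalization and 3 with the replicate block. Of the 9 called list shifts 2 kept the call in every setting. Under other settings the cause was not tested unless given, and 27.9% of values at the floor limit what dim probe sets can show.

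In the order GTL1ox against gtl1df1, DF1ox against gtl1df1, gtl1df1, GTL1ox, DF1ox, gtl1 and df1 against WT, GTL1ox against DF1ox, interaction, gtl1df1 against gtl1 and against df1, one probe set per gene called 3586, 2508, 1662, 2885, 933, 1321, 1999, 2458, 1764, 448 and 1986, since fewer probe sets were tested. A change over 2-fold at an adjusted p under 0.05 called 2758, 1537, 984, 2156, 586, 685, 1264, 1471, 1810, 273 and 1287, since the threshold was stricter, and over 2-fold at an unadjusted p under 0.05 called 2801, 1600, 1156, 2263, 872, 882, 1382, 1533, 2180, 459 and 1378. The replicate block gave 6558, 4584, 3221, 5465, 1742, 2494, 3780, 4534, 3349, 960 and 3815, each within 1.5 times the value reported, and 9 list shifts. Leaving out 1 array gave 5910 to 6237, 3912 to 4158, 2437 to 3278, 4732 to 5554, 1255 to 2388, 1790 to 3154, 2636 (without df1 replicate 2) to 4226, 3811 to 4229, 2796 to 4210, 573 to 1048 and 3035 to 3716. For gtl1df1 against gtl1 it gave 613 without gtl1 replicate 1, 573 without gtl1 replicate 2, 609 without gtl1df1 replicate 1 and 596 without gtl1df1 replicate 2.

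With only the arrays compared 990 were called for gtl1df1, 2888 for GTL1ox, 78 for DF1ox, 125 for gtl1 and 333 for df1 against WT, and 358 for gtl1df1 against gtl1. Such a fit has fewer residual degrees of freedom and takes the spread from the compared groups alone. All of these but the last include WT, whose arrays correlated least with one another, at a mean of 0.990 against 0.996 or more elsewhere. The spread shared by all genotypes may therefore be too small for comparisons with WT. For gtl1df1 against gtl1, 1615 were called among probe sets with a mean above the median and 2367 with array weights. Calls made the same way within the hybridisation set numbered 4146 for GTL1ox and 1174 for DF1ox against gtl1df1. List shifts past the threshold numbered 2 among probe sets with a mean above the median, 4 with an estimated correlation, 32 with fry, which tests a list without comparing it with other genes, 18 of 72 tests of 8 lists with the loci as written, which adds members and lists (the 9 and 3 more among the same 54 tests), and 8 to 13 on leaving out 1 array. On leaving out 1 array the correlation of the shared response was 0.678 to 0.699, that of gtl1df1 and GTL1ox against WT 0.0819 to 0.254, that of GTL1ox against WT and gtl1df1 against df1 -0.239 to -0.105 and that of DF1ox against WT and gtl1df1 against gtl1 -0.254 to -0.0714.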

Other observations

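All tests of families here were chosen after the data were seen, and none held with an estimated correlation between genes. The 9 measured XTH genes, which modify xyloglucan in the cell wall, had a median change of -0.74 in gtl1df1 against WT with 5 lower, or 3 without WT replicate 2, gtl1df1 replicate 1 or gtl1df1 replicate 2 (limma camera adjusted p = 0.0176, and adjusted p = 0.671 with an estimated correlation). The 11 RALFL genes, which encode small signalling peptides, had a median of -0.47 in GTL1ox against WT with 5 lower (adjusted p = 0.0128, and adjusted p = 0.671 with an estimated correlation). The 23 mitochondrial genes had a median of 0.50 in df1 against WT with 7 higher (adjusted p = 3.52e-05, and adjusted p = 0.671 with an estimated correlation), and the median was 0.92 without WT replicate 1 and 0.81 without df1 replicate 1, with 4 higher without df1 replicate 2. The 3' minus 5' difference, a sign of RNA quality, was largest in df1, at 2.28 against 1.55 to 1.83 in the other genotypes. The medians kept their sign under quantile normalization and with centred arrays. RR16 was at 2.85 in GTL1ox and at 7.17 in WT. The locus written for the root hair factor RSL3, whose name the reference record did not carry, was at the floor of 2.22 in all 18 arrays.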
